A study of Mus musculus with 8 samples. Its data were reported in "Repeated Administration of 2-Hydroxypropyl-β-Cyclodextrin (HPβCD) Attenuates the Chronic Inflammatory Response to Experimental Stroke" (2022).

How the data were processed

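Messenger RNA was measured by bulk RNA sequencing in infarct tissue from 8 aged mice (18 months old, C57BL/6J), a common inbred laboratory strain. All animals had undergone DH stroke, in which a distal branch of the middle cerebral artery is closed and the animal is then kept in low oxygen. From 1 week after stroke they received subcutaneous injections 3 times per week for 6 weeks. The injections held either phosphate-buffered saline (vehicle, n = 4) or 4 g/kg of 2-hydroxypropyl-β-cyclodextrin (HPβCD, n = 4), a ring-shaped sugar that takes up lipids such as cholesterol in its central cavity. Infarcts were taken at 7 weeks after stroke. The pieces were located by eye and cut out by hand, so the share of adjoining brain tissue in each piece was not fixed by the procedure.

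The authors prepared strand-specific libraries from polyadenylated RNA and sequenced them as paired-end reads. They trimmed adaptors with Trimmomatic, aligned the reads to the mouse genome build GRCm38 with STAR and counted reads per gene with htseq-count. Genes were annotated from BioMart. The strand option of the counting, its version and the annotation release were not stated. The values the authors deposited are raw counts per gene, one table per animal, without normalization. Each table lists 46078 Ensembl gene identifiers and 5 lines for reads that were assigned to no gene. Those lines were left out of the library totals and of every test. They amounted to between 26.6% and 36.6% of all counted reads or alignments in a library, most of them alignments to several places. Because such alignments are not assigned by this counting, genes with near-identical copies are undercounted.

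Symbols were taken from a table of Ensembl identifiers, which matched 45143 of the identifiers. The 935 identifiers without a symbol held 0.0484% of the counts. Coordinates are those of the GENCODE M21 annotation on GRCm38, the same build as in the alignment. Total gene counts ranged from 16.6 M to 32.9 M per library. Intervals on shares of counts are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

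Groups and animal numbers came from the sample labels. The labels give no sequencing or library batch, so no comparison within batches was possible. No pair of libraries agreed within sampling noise: the lowest chi-square per degree of freedom between any 2 libraries was 20.3, and all 8 were treated as separate animals. The design, the alternatives and the gene lists were fixed before the data were examined, except where stated.

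Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the robust quasi-likelihood F test, TMM scaling factors and the filterByExpr filter by group, with no covariate. The filter kept 14736 genes. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called changed. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Values per gene are CPM, counts scaled by the library total and its TMM factor, and log2 CPM used a prior count of 2. The study itself used DESeq2, which was run as the first alternative (version 1.42.0, threshold 0.05). limma 3.58.1 supplied limma-voom and the gene set tests. The procedure was tested on simulated data made from the real means and library sizes. With 200 of 14736 genes changed 4-fold and gene-wise dispersions as in the data, edgeR recovered 80.0% of the changed genes and 2.4% of its calls were false, while DESeq2 recovered 90.5% and 21.3% of its calls were false. With 200 genes changed 2-fold, edgeR recovered 0 of them and DESeq2 recovered 31.5%, with 42.2% of the calls of DESeq2 false. With a preset dispersion common to all genes, edgeR recovered 70.5% and DESeq2 72.5% of genes changed 2-fold. Of their calls, 2.8% and 8.2% were false, and 3.9% and 9.6% at 4-fold. Simulated genes varied independently, and far fewer were changed than had an unadjusted p under 0.05 in the data. These false shares therefore need not carry over to the real calls.

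Of 38 gene lists fixed in advance, 36 had at least 3 tested members. They comprised genes named by the study, cell type markers, processes and gene families. They were tested with camera on log2 CPM with a preset correlation of 0.01 between genes, and again with an estimated correlation and with the rotation test fry. A further 4 lists were added after the data had been seen. For each animal, a list score was the mean over its genes of log2 CPM centred on the mean of each gene. Scores, shares and principal components (the 500 most variable genes) were compared by exact two-sided permutation tests over the 70 assignments of 8 animals to 4 and 4. The smallest p-value this design allows is 0.0286.

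Genes are named by a rule set in advance. Among called genes with a mean of at least 1 CPM whose groups do not overlap, leaving out immunoglobulin segments and predicted genes without a proper name, these are the 5 with the largest fold change and the 3 with the smallest p-value in each direction. All genes that the study named for the infarct of aged mice are also reported, and from the other lists only the 3 members with the highest expression serve as examples. The alternatives covered the test, the scaling, the filter, the animal number as a block and leaving out each animal in turn. Those added after the data had been seen were a neuron score covariate, leaving the 50 most abundant genes out of the scaling, thinning to equal depth, removing trends with GC content and transcript length, the default filtering level of DESeq2 (0.1), and leaving out 2 animals at a time. Gene Ontology enrichment was not run.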

Results

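To compare infarct transcriptomes of aged mice with and without HPβCD treatment, gene counts from 8 infarcts collected 7 weeks after DH stroke were analyzed. There were 4 vehicle-treated and 4 HPβCD-treated animals. The vehicle libraries held 16.6 M, 32.9 M, 17.7 M and 17.7 M gene counts in animals 1 to 4. The HPβCD libraries held 17.8 M, 17.2 M, 19.4 M and 18 M. Mean log2 totals did not differ between the groups (exact permutation test, two-sided, p = 0.886, n = 4 per group). Correlations of log2 expression between vehicle libraries ranged from 0.833 to 0.984, and those between HPβCD libraries from 0.962 to 0.983.

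The first question was whether animals separated by treatment. The first principal component carried 81.1% of the variance of the 500 most variable genes. It did not separate the groups (exact permutation test, two-sided, p = 0.0857, n = 4 per group). The second component and the third carried 7.7% and 3.5%, with p-values of 0.114 and 0.657 by the same exact test. When all genes kept by the filter were used instead of 500, the first component carried 65.6% and its exact p was 0.0286. Vehicle animals 3 and 1 lay at -95.93 and -64.98 on the first component, whereas vehicle animals 2 and 4 lay at 8.74 and 10.99, within the range of the HPβCD animals (8.51 to 52.18). The score of a list of neuron markers varied in the same manner. It was 6.09 in vehicle animal 3 and 3.74 in vehicle animal 1, and at most 0.11 in the other 6 libraries. *Snap25*, the neuron marker with the highest expression, reached 3023 CPM in vehicle animal 3 and 335 CPM in vehicle animal 1, and it ranged from 0.919 to 29.9 CPM in the remaining animals. The neuron score thus ranged over 7.83 within the vehicle group, more than the difference of -3.75 between the groups.

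**Figure D1:**
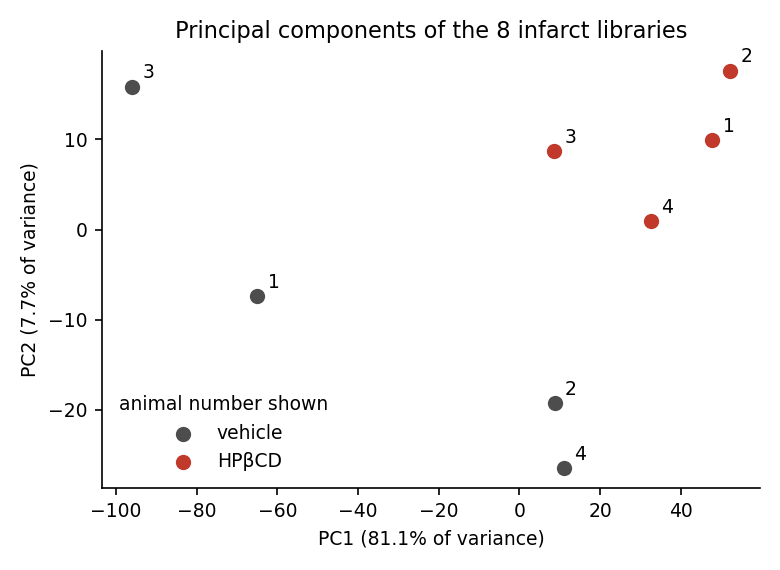
Positions of the 8 infarct libraries on the first (x axis, 81.1% of variance) and second (y axis, 7.7% of variance) principal components of log2 CPM, in arbitrary units, with grey points for vehicle, red points for HPβCD and the animal number beside each point. Vehicle animals 3 and 1 lie far to the left at -95.93 and -64.98, and the other 6 libraries lie between 8.51 and 52.18.

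The central question was which genes differ between HPβCD and vehicle infarcts. Of 14736 tested genes, 287 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 173 higher and 114 lower in HPβCD infarcts. A fold change over 2 was also met by 216 of them, 108 higher and 108 lower. The called genes that were higher had a median log2 fold change of 1.11, and those that were lower a median of -2.11. The smallest adjusted p was 0.0222, so the calls lay close to the threshold, and 4094 genes had an unadjusted p under 0.05. In all 287 called genes the values of the groups did not overlap. Over all tested genes this was true of 16.8%, against the 2.86% that chance gives for 4 against 4.

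The number of calls depended strongly on the test. limma-voom with sample quality weights called 3232 genes, the highest count among the tests run on all 8 animals. DESeq2 called 2899 genes, 1009 higher and 1890 lower, and these included 286 of the 287 genes called by edgeR. Leaving out single animals moved the count in both directions. No gene passed without vehicle animal 1, vehicle animal 4, HPβCD animal 2 or HPβCD animal 3, although between 2922 and 4216 genes then had an unadjusted p under 0.05. There were 4 calls without HPβCD animal 1, 353 without HPβCD animal 4, 556 without vehicle animal 2 and 629 without vehicle animal 3. The direction of the 287 genes was unchanged in each of these 8 fits. This carries little weight, because groups that do not overlap can hardly reverse when 1 animal is left out.

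**Figure D2:**
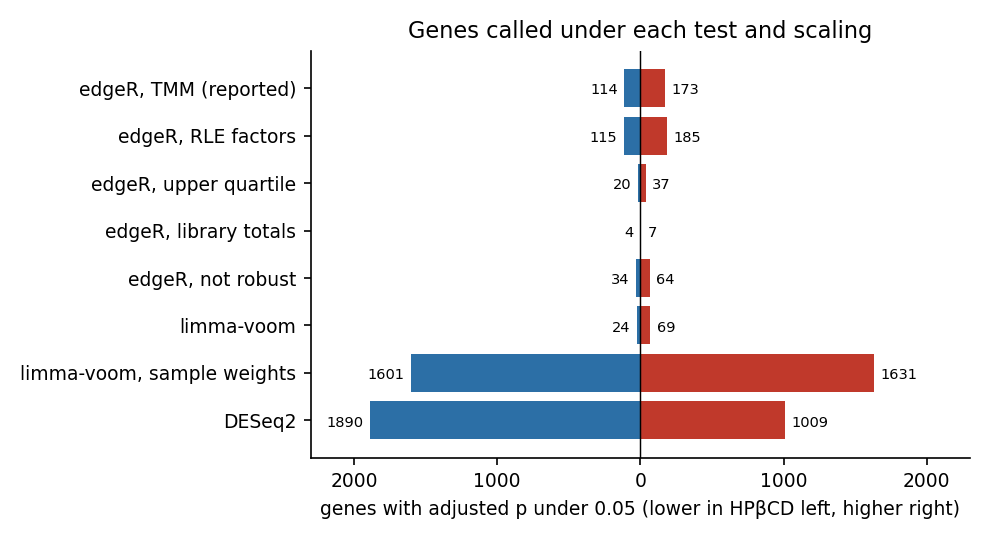
Genes with an adjusted p under 0.05 for each test and scaling (rows), with genes lower in HPβCD infarcts drawn to the left in blue and genes higher drawn to the right in red, and the number of genes beside each bar. The reported edgeR test gives 173 higher and 114 lower genes, whereas DESeq2 gives 1009 higher and 1890 lower.

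Among genes higher after HPβCD, *Mlana* (ENSMUSG00000024806, chromosome 19, 29697824 to 29708634, plus strand) had both the largest change and the smallest p-value. It rose from 0.902 ± 0.229 CPM in vehicle infarcts to 8.12 ± 1.91 CPM in HPβCD infarcts (SD, n = 4 each). Its log2 fold change was 3.18 (SE 0.28; edgeR adjusted p = 0.0222). *Gpx3* (chromosome 11, 54902453 to 54910377) rose from 235 ± 35.5 to 792 ± 147 CPM, a log2 fold change of 1.75 (SE 0.19; edgeR adjusted p = 0.0282). *Cpz* (chromosome 5, 35502218 to 35525698) rose by 1.91 on the log2 scale (SE 0.26), to 138 ± 32.9 CPM, and *Ces2g* (chromosome 8, 104961718 to 104969537) from 7.52 ± 1.79 to 25.8 ± 4.38 CPM. *Lvrn* rose by 2.15 on the log2 scale. The noncoding transcript *H19* (chromosome 7, 142575529 to 142578143) rose from 14.1 ± 7.27 to 64.7 ± 17.6 CPM. Of its length, 3.4% overlaps a gene on the same strand and 5.7% a gene on the opposite strand. *Ccl21a* had a log2 fold change of 2.45 (SE 0.40), but this value is uncertain because near-identical copies of the gene exist on chromosome 4.

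Among genes lower after HPβCD, *Jchain* (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891, minus strand), which encodes the joining chain of secreted antibodies, changed the most of those named by the rule, which leaves out immunoglobulin segments. It was at 1596 ± 610 CPM in vehicle infarcts and 99.6 ± 87.6 CPM in HPβCD infarcts (SD, n = 4 each), a log2 fold change of -4.00 (SE 0.64; edgeR adjusted p = 0.0462). *Bhlha15* (chromosome 5, 144190286 to 144194441) went from 3.48 ± 1.58 to 0.286 ± 0.308 CPM. *Prg2* (chromosome 2, 84980461 to 84983632) went from 5.55 ± 1.38 to 0.512 ± 0.428 CPM. *Il1rapl1* and *Gabrg1* had log2 fold changes of -3.58 and -3.37, with their highest values in vehicle animals 3 and 1. Leaving out the same segments, the smallest p-values belonged to the noncoding transcript *AI504432* (25.2 ± 1.70 against 7.90 ± 1.63 CPM), *Nxpe3* (24.9 ± 4.52 against 9.63 ± 1.72 CPM) and *Hook1* (15.8 ± 4.20 against 4.03 ± 1.17 CPM). Each of these genes, in both directions, lost its call in the 4 fits without vehicle animal 1, vehicle animal 4, HPβCD animal 2 or HPβCD animal 3, in which no gene passed.

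The study named 34 genes for this comparison, in groups for lipid handling, chemotaxis, immunity, membranes and angiogenesis. All 34 were tested here. The 29 genes with a direction given in the study all changed in that direction. By edgeR, 5 of the 34 had an adjusted p under 0.05 over all genes tested, and 33 when adjusted over the list alone. DESeq2, the test the study used, gave an adjusted p under 0.05 for all 34. The shared direction and these counts are not independent evidence, because the study chose these genes and their directions on the same samples. The groups did not overlap in 25 of the 34 genes. The called genes were *Npc1*, *Hpse*, *Vegfc*, *Jchain* and the light chain segment *Igkv5-48*. The cholesterol transporter *Npc1* (chromosome 18, 12189692 to 12236400) rose from 253 ± 41.1 to 502 ± 74.3 CPM, a log2 fold change of 0.99 (SE 0.18; edgeR adjusted p = 0.0483). *Vegfc* (chromosome 8, 54077606 to 54187096) rose from 11.2 to 26.6 CPM (log2 fold change 1.25, SE 0.16; edgeR adjusted p = 0.0339). *Hpse* rose by 1.03 on the log2 scale (SE 0.21; edgeR adjusted p = 0.0499). *Igkv5-48* had at most 2 counts in any HPβCD library and was at least 51.4-fold lower than in vehicle infarcts. Without vehicle animal 4, which had the highest value, it was at least 21.7-fold lower.

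The other lipid genes did not pass the threshold by edgeR over all genes tested. *Lipa*, *Trem2*, *Apoe*, *Abca1*, *Npc2*, *Hdlbp* and *Vldlr* had log2 fold changes of 0.92, 0.87, 0.85, 0.83, 0.69, 0.57 and 0.55, with SEs from 0.17 to 0.28. *Lrp1b* is the reading taken here of a symbol that the study spells differently (*Lrpb1*). *Ffar1*, *Lrp1b* and *Dgkb* had log2 fold changes of -1.71, -2.35 and -3.88. *Dgkb* was at 85.2 and 82.3 CPM in vehicle animals 1 and 3 and at 5.40 and 6.08 CPM in vehicle animals 2 and 4, so the size of its difference rested on vehicle animals 1 and 3, although all 4 vehicle animals lay above all 4 HPβCD animals. *Mal2* was likewise at 296 CPM in vehicle animal 3 and at 15.8 CPM in vehicle animal 2, within the range of the HPβCD animals. Of the membrane genes, *Pmp22* and *Rftn1* were higher, at 0.73 and 0.80, and *Olig1* and *Mal2* were lower, at -2.07 and -3.15. For the chemokine and immune genes, log2 fold changes were -1.14 for *Cx3cr1*, -1.63 for *Cxcl5*, -1.89 for *Ccr6*, -2.50 for *Mmd2*, -1.63 for *Mzb1* and -2.04 for *Btla*. The value of *Mzb1* is uncertain because 57.2% of its length overlaps another gene on the same strand. *Tgfb1*, *Tgfb2*, *P2ry2* and *Il18bp* were higher by 0.56, 0.77, 1.16 and 1.22, and *Nrp1*, *Vash2*, *Vegfd* and *Ndnf* by 0.80, 0.88, 1.26 and 0.75.

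**Figure D3:**
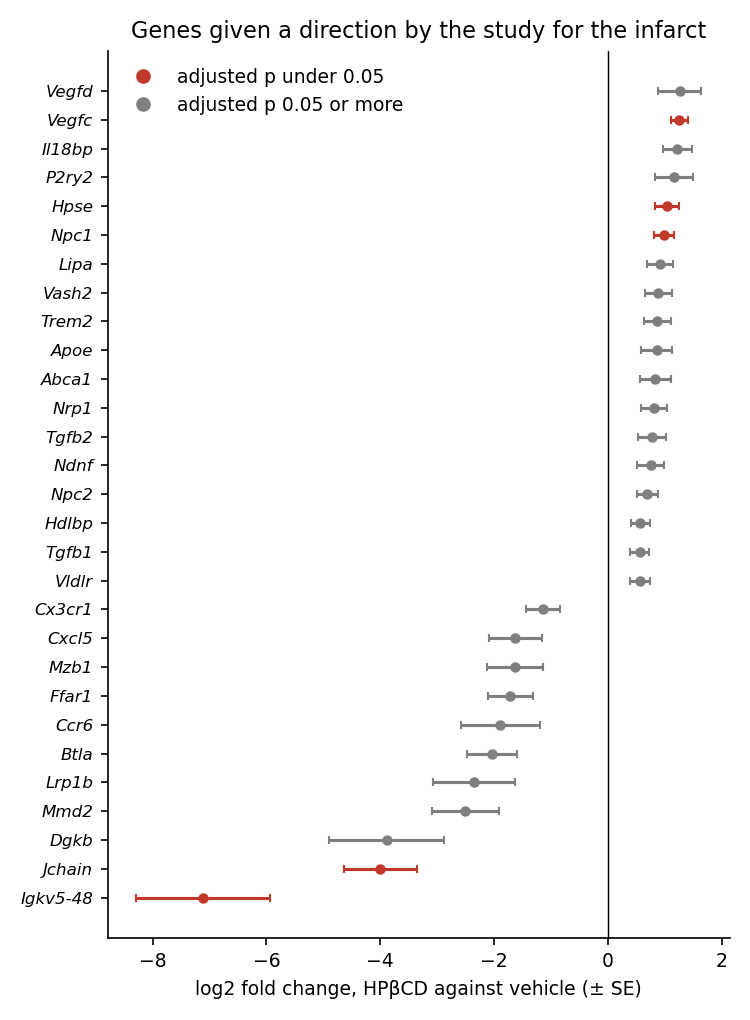
Log2 fold change of HPβCD against vehicle infarcts (x axis) with its SE as a bar for each of the 29 study genes with a stated direction (y axis), in red where the edgeR adjusted p is under 0.05 and in grey otherwise. The 5 genes in red are *Vegfc*, *Hpse*, *Npc1*, *Jchain* and *Igkv5-48*; the point of *Igkv5-48* rests on at most 2 counts in any HPβCD library.

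Antibody transcripts were examined as a family because their segments share reads. Immunoglobulin genes took 1.33% ± 0.597 of gene counts in vehicle infarcts and 0.119% ± 0.0995 in HPβCD infarcts (SD, n = 4 each). The vehicle values were 1.01% (Wilson interval 1.00 to 1.01), 1.71% (1.71 to 1.72), 1.95% (1.94 to 1.95) and 0.668% (0.665 to 0.672) in animals 1 to 4. The HPβCD values were 0.258% (0.256 to 0.261), 0.0387% (0.0378 to 0.0397), 0.0573% (0.0563 to 0.0584) and 0.120% (0.118 to 0.121). The difference in mean log2 share was -3.75 (exact permutation test, two-sided, p = 0.0286, the smallest this design allows), and all 4 HPβCD animals lay below all 4 vehicle animals. Leaving out the 50 most abundant genes from the denominator gave -3.71, with the same exact p. Of 102 tested immunoglobulin segments, 94 were lower in HPβCD infarcts. By edgeR, 15 passed an adjusted p of 0.05, all of them lower. Their median log2 fold change was -3.09 over the 102 segments, or -3.07 with the 5 segments at or under 3 counts in every HPβCD library set to their bound.

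**Figure D4:**
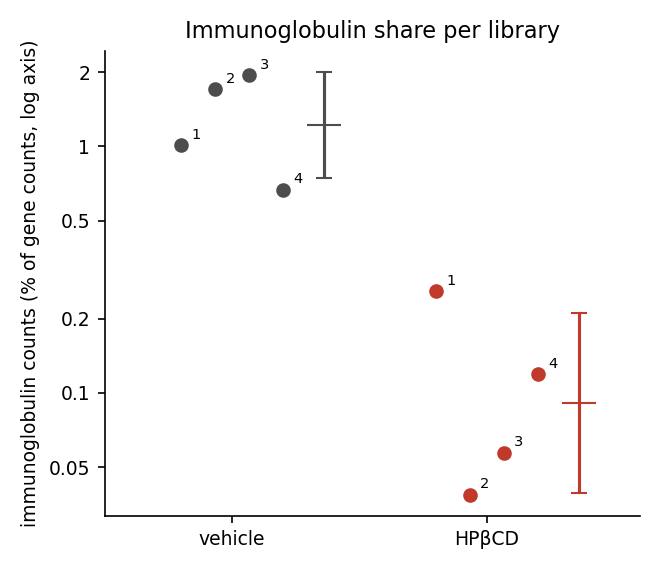
Immunoglobulin counts as a percentage of gene counts (y axis, log scale) in each vehicle (grey) and HPβCD (red) library, with the animal number beside each point and the mean ± SD of the log2 share as a bar. The 4 HPβCD animals lie between 0.0387% and 0.258%, all below the 4 vehicle animals, which lie between 0.668% and 1.95%.

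Marker lists were then used to ask which cell types the differing transcripts belong to. Among 15 cell type lists, 7 had an exact permutation p of 0.0286, the smallest possible, and none passed 0.05 after Benjamini-Hochberg adjustment over the 15 (adjusted p = 0.0612 for each of the 7). In those lists all 4 animals of one group lay above all 4 of the other. Fibroblast, foamy macrophage and choroid plexus scores were higher in HPβCD infarcts, by 1.05, 0.78 and 0.54 on the log2 scale. The choroid plexus list had only 4 tested genes, 2 higher and 2 lower. It did not pass with camera (adjusted p = 0.217), although it passed with fry (adjusted p = 0.0302). B lymphocyte, plasma cell, astrocyte and oligodendrocyte precursor scores had differences of -1.69, -1.52, -1.50 and -2.45. The T lymphocyte score differed by 0.03 (exact permutation p = 0.886), less than the spread within either group. The direction of that small difference changed when library totals alone were used for scaling (-0.05), and without vehicle animal 3 (-0.04), vehicle animal 4 (-0.05) or HPβCD animal 3 (-0.27). Neuron and oligodendrocyte scores differed by -3.75 and -2.26, with exact permutation p-values of 0.143 and 0.0571. Microglia (-0.52), border macrophage (-0.21), endothelium (0.38), mural cell (0.54) and erythroid (0.39) scores had exact permutation p-values between 0.0571 and 0.429. Within these lists, *Gpnmb* rose from 4154 ± 1121 to 10803 ± 2648 CPM (log2 fold change 1.38, SE 0.28, edgeR adjusted p = 0.0483). *Col1a2* rose from 922 ± 246 to 2533 ± 436 CPM (log2 fold change 1.46, SE 0.24, edgeR adjusted p = 0.0462). Of the most highly expressed foamy macrophage genes, *Fabp5* and *Spp1* did not pass (edgeR adjusted p = 0.0688 and 0.896). Of those in the fibroblast list, *Dcn* and *Col3a1* did not pass (edgeR adjusted p = 0.129 and 0.201). *Ms4a1*, a B lymphocyte gene, was at 192 ± 96.9 CPM in vehicle and 49.7 ± 21.5 CPM in HPβCD infarcts, with an edgeR adjusted p of 0.0796. Of the 10 B lymphocyte genes tested, 9 were lower in HPβCD infarcts. The exception, *Cd22*, rose from 68.1 to 100.6 CPM (log2 fold change 0.56; edgeR adjusted p = 0.0884). Of the 8 plasma cell genes, 7 were lower and *Sdc1* was higher, by 0.41 (edgeR adjusted p = 0.339).

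By camera with the preset correlation, 26 of the 36 lists had an adjusted p under 0.05. Of these, 14 also passed with fry, and none passed with an estimated correlation between genes, where 4 had an unadjusted p under 0.05. The 14 included 6 of the 7 lists named by the study, the exception being membrane composition, whose genes changed in both directions (camera adjusted p = 0.796). The genes of these 7 lists were picked on the same samples, so their tests are not independent evidence. Collagen chains were higher in 28 of 36 genes (median log2 fold change 0.76; camera adjusted p = 2.15e-05; fry adjusted p = 0.0688). Targets of the liver X receptor, a sterol sensor, were higher in 9 of 10 genes (median 0.53; camera adjusted p = 0.000834; fry adjusted p = 0.0673). Genes of cholesterol synthesis and uptake were lower in 13 of 16 (median -0.55; camera adjusted p = 0.00536; fry adjusted p = 0.207). Complement genes were higher in 10 of 12 (median 0.71; camera adjusted p = 0.000366; fry adjusted p = 0.119). Interferon response genes were lower in 9 of 11 (camera adjusted p = 0.0464; fry adjusted p = 0.235). Genes of antigen presentation by MHC class II did not differ (camera adjusted p = 0.304), and their mean difference of 0.18 changed sign without vehicle animal 3 (-0.08). Mitochondrially encoded genes and cytosolic ribosomal proteins had medians of -0.55 and -0.20 (camera adjusted p = 0.00459 and 0.00536; fry adjusted p = 0.159 and 0.144). Of the lists that the study described for infarcts of younger mice, foam cell and matrix genes and complement and phagocytosis genes were higher (medians 0.54 and 0.57; camera adjusted p = 0.00946 and 0.00652; fry adjusted p = 0.207 and 0.103). Receptors, lymphocyte genes and reactive astrocyte genes of that description did not pass (camera adjusted p from 0.155 to 0.206).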

Values the study reported

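For infarcts of aged mice, the study reported 991 genes with higher and 1876 genes with lower expression after HPβCD than after vehicle.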

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

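The test of library depth was chosen after the data had been seen, and the search for animals standing apart was fixed in advance. Each measure in the report was searched for an animal standing far from the other 3 of its group by Dixon's criterion. Of 144 groups of 4 values, 8 held such an animal, and chance alone gives about 7.2, so the number of such animals carries little weight.

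The library of vehicle animal 2 held 32.9 M gene counts, while the other vehicle libraries held between 16.6 M and 17.7 M. Depth might favour calls that rest on this library. Thinning all libraries to the smallest total left 238 called genes, within 1.5 times of 287, which argues against depth as the source of the calls. The same animal had the highest border macrophage score of its group, at 0.69 against -0.16 to -0.05, and the highest mural cell score, at 0.09 against -0.43 to -0.35. Whether these scores reflect where the piece was taken or the animal itself stays open, as no value here separates them.

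Vehicle animal 4 had the highest log2 CPM in its group for *Gpx3*, at 8.17 against 7.75 to 7.79, and for *Trem2*, at 7.33 against 6.94 to 6.99. HPβCD animal 3 was highest for *Il18bp*, at 8.72 against 7.71 to 7.84, and lowest for *Ndnf*, at 2.998 against 3.88 to 4.06. HPβCD animal 1 was lowest for *Vegfd*, at 1.87 against 2.01 to 2.04. For *Gpx3*, *Il18bp* and *Vegfd* the groups did not overlap despite these animals, whereas for *Trem2* and *Ndnf* the animal standing apart lay within the range of the other group. No explanation was tested for these single values.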

How the results depend on the processing

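Among alternatives that kept all 8 animals, the count of 287 genes (173 higher, 114 lower, 216 over 2-fold, 5 of the 34 study genes) stayed within 1.5 times with relative log expression factors (300), TMM without immunoglobulin genes (254), no filter on low counts (296) and at least 10 counts in every sample (339). Of alternatives chosen after seeing the data, it also stayed there with the 50 most abundant genes left out (293), with equal depth (238) and with GC and length trends removed (313), although the last raised the study genes to 10 and shifted the median log2 fold change of all genes from -0.05 to 0.15. Those of the 287 genes that were tested kept their direction in each of these fits and in those below, except that this was not compared for the default filtering level of DESeq2 or with 2 animals left out. Because the groups did not overlap in any of these genes, the kept direction carries little weight. Where no cause is given, the cause was not tested.

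The choice of test and of scaling changed the count further. DESeq2 called 2899 genes (1009 higher, 1890 lower, 1943 over 2-fold, 34 study genes). In the simulated data more of its calls were false than those of edgeR, but those shares need not carry over to the real calls. With the default filtering level of DESeq2 there were 2873 (992 higher, 1881 lower, 1935 over 2-fold). limma-voom called 93 (69 higher, 24 lower, 78 over 2-fold, 3 study genes), and with sample quality weights 3232 (1631 higher, 1601 lower, 1101 over 2-fold, 30 study genes). Without robust shrinkage edgeR called 98 (64 higher, 34 lower, 82 over 2-fold). Upper quartile factors gave 57 (37 higher, 20 lower, 52 over 2-fold, 2 study genes) and library totals alone 11 (7 higher, 4 lower, 11 over 2-fold, 0 study genes; 4029 genes at an unadjusted p under 0.05). Testing against a fold change of 1.2 gave 12 (9 higher, 3 lower, 12 over 2-fold, 1 study gene), as a stricter null must. With the neuron score as a covariate, chosen after seeing the data, 2 genes passed (1 higher, 1 lower, 2 over 2-fold, 0 study genes), with 2689 genes at an unadjusted p under 0.05; this fit has 1 residual degree of freedom fewer.

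Across the 8 fits that each left out 1 animal, the count ranged from 0 to 629 genes, with 0 to 307 higher, 0 to 348 lower, 0 to 472 over 2-fold and 0 to 8 study genes. It was 0 without vehicle animal 1, vehicle animal 4, HPβCD animal 2 or HPβCD animal 3 (2922 to 4216 genes at an unadjusted p under 0.05), 4 without HPβCD animal 1, 556 without vehicle animal 2 and 629 without vehicle animal 3. In fits added after seeing the data, the count ranged from 0 to 3664 without 2 vehicle animals (3050 to 5657 genes at an unadjusted p under 0.05) and was 0 in each of the 6 fits without 2 HPβCD animals (1346 to 3332 at an unadjusted p under 0.05). Fewer animals lower the power of these fits; the cause of the higher counts was not tested.

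Animal numbers did not pair the samples: correlations of deviations between animals with the same number were -0.26, 0.24, 0.33 and 0.10, and other pairs across groups ranged from -0.39 to 0.35. With the replicate number as a block, 9 genes passed (0 higher, 9 lower, 9 over 2-fold, 0 study genes), with 3478 at an unadjusted p under 0.05, and 25 gene lists.

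The camera count of 26 lists was 15 with fry and 0 with an estimated correlation (4 lists at an unadjusted p under 0.05), which exceeded the preset value within most lists, and was 22 to 29 with 1 animal left out. The immunoglobulin difference of -3.75 ranged from -4.25 to -3.34 with 1 animal left out. The count of 7 cell type scores with p under 0.05 did not change with scaling. The first principal component carried 81.1%, 65.6% with all genes and 70.2% to 85.7% with 1 animal left out, the lowest without vehicle animal 3.

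The T lymphocyte difference reversed with library totals alone (-0.05 for both list and score), and with 1 animal left out the list mean ranged from -0.267 to 0.206 and the score from -0.271 to 0.2. It was negative without vehicle animal 3 (list -0.042, score -0.044), vehicle animal 4 (-0.035 and -0.048) or HPβCD animal 3. The MHC class II list mean ranged from -0.082, without vehicle animal 3, to 0.354. For single named genes, 92 values lost and 62 gained significance among alternatives with all animals, and 100 lost and 6 gained it with 1 left out; no named gene reversed.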

Other observations

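Apart from the edgeR splits and the tests of single animals, exchanged labels and tissue share for the called genes, the tests below were chosen only after the results had been seen.

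By edgeR, 173 genes were higher and 114 lower in HPβCD infarcts. Both counts are lower than the values quoted from the study above. DESeq2 with its default filtering level called 992 higher and 1881 lower genes.

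The 287 calls were weighed against several technical explanations. Only 1 of the 35 splits of the 8 samples into 4 and 4, the real one, gave as many genes by edgeR, and the other 34 splits gave at most 1. The same held for DESeq2, where 1 of the 35 splits gave as many genes and the highest other split gave 1261. Exchanging 1 animal of each group gave at most 1 gene by edgeR, which argues against a mislabelled animal. Thinning to equal depth left 238 genes and leaving the 50 most abundant genes out of the scaling gave 293, so neither depth nor a few abundant genes accounts for the calls. After the trends with GC content and length were removed, 185 of the 287 genes were still called. Leaving out any of 7 of the 8 animals in turn moved the count by over 1.5 times. It was 0 without vehicle animal 1, vehicle animal 4, HPβCD animal 2 or HPβCD animal 3 (2922 to 4216 genes at an unadjusted p under 0.05), 4 without HPβCD animal 1, 556 without vehicle animal 2 and 629 without vehicle animal 3. Among these fits of equal size the count thus depended on which animal was left out. Whether 1 animal alone decides the calls stays open, since leaving out any of 4 different animals gave 0. An uneven share of brain tissue should shift all markers of infarct cells alike (of the 12 foamy macrophage and 8 plasma cell markers, 7 and 3 were also in another list, and 2 of each were named by the study). However, foamy macrophage and plasma cell scores moved apart by 2.30 (exact permutation test, two-sided, p = 0.0286), which argues against tissue share as the whole cause. With the neuron score as a covariate 2 genes passed, so part of the calls may still depend on tissue share. An effect of HPβCD remains open for the rest.

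Lower neuron transcripts in HPβCD infarcts may reflect how much neuron-bearing tissue each piece held. The neuron score ranged over 7.83 within the vehicle group, against a difference of -3.75 between groups (exact permutation test, two-sided, p = 0.143). This is consistent with uneven dissection or uneven tissue loss between animals, and a treatment effect on neurons is not excluded. For DESeq2, 18 splits exchange 2 animals per group and thus balance the treatment. Across them, the number of genes called, from 0 to 649, rose with the difference in neuron score between the sides of the split (Spearman rho 0.85, Pearson r 0.908). The splits share animals and are not independent, so no p-value is given. Uneven neuron content may therefore add calls to the DESeq2 count. Of 1536 tested genes called lower by DESeq2, 77.7% had vehicle animals 1 and 3 as the highest libraries, and the next most frequent pair of libraries held 8.14%. Equal shares among the 6 pairs of vehicle animals would be 16.7%. For genes called lower by edgeR the shares were 53.5% and 20.2%. Vehicle animals 1 and 3 were the lowest libraries for 67.1% of the genes called higher by edgeR and 59.2% of those called higher by DESeq2, and the next pairs held 13.3% and 15.2%. The pattern is thus shared by the 287 edgeR calls. With vehicle animals 1 and 3 both left out, edgeR still called 202 genes (73 higher, 129 lower). With vehicle animals 2 and 4 left out it called 3664, and the other pairs of vehicle animals gave 0 to 277. Calls were therefore possible without vehicle animals 1 and 3. Whether those 202 genes are among the 287 was not compared.

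The lower immunoglobulin share was weighed against several explanations. The 3 most abundant variable segments of each library made up 21.1% to 71.8% of variable segment counts. The share of the remaining variable segments had a log2 difference of -3.64 (exact permutation test, two-sided, p = 0.0286). This is a different measure from the share of all immunoglobulin genes. It argues against a few expanded clones in vehicle animals as the whole source. With the neuron score as a covariate, the log2 difference in immunoglobulin share was -3.52 (same p), which argues against neuron content as the source. Astrocyte and oligodendrocyte precursor scores separated the groups fully, unlike the neuron score. An uneven share of glial tissue is therefore not excluded by this covariate. The erythroid score, a rough measure of blood, was higher by 0.39 in HPβCD infarcts (exact permutation p = 0.2). It thus gave no sign of less blood in those pieces. The score rests on 5 genes and does not measure blood lymphocytes, so it cannot exclude less blood as the source. The most abundant variable segment was *Ighv1-82* in vehicle animal 1, at 7.22% of variable segment counts, and *Ighv1-26* in vehicle animal 2, at 35.8%. These segments were singled out after their values were seen. As a hypothesis from the RNA alone, HPβCD infarcts may hold fewer antibody-secreting cells. By immunostaining, the study reported fewer IgA-positive plasma cells and B lymphocytes in infarcts of aged mice after HPβCD. The T lymphocyte score did not move (0.03), whereas the study's staining for the T lymphocyte protein CD3ε was lower after HPβCD. RNA scores and protein staining are unlike measures, and the cause of this discrepancy was not tested. Whether the B and T lymphocyte differences in RNA themselves differ was not tested.

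A list of 30 lysosome genes, none of which is in another list, was higher in 29 genes (median log2 fold change 0.69, camera adjusted p = 1.48e-15, fry adjusted p = 0.00208). With an estimated correlation between genes it did not pass (camera adjusted p = 0.0891). A list of 14 macrophage identity genes, 1 of which is in another list, rose less (median 0.41, camera adjusted p = 0.00779, fry adjusted p = 0.249). More macrophages per piece could raise both. The lysosome score rose more by 0.35 (exact permutation test, two-sided, p = 0.0571), so this explanation and a change in lysosome expression per cell cannot be told apart with 4 animals per group. With the neuron score as a covariate the lysosome difference was 0.61 (exact p = 0.0286), which argues against neuron content as the source. The share of glial tissue was not tested. *Psap* rose from 4991 ± 898 to 13302 ± 3304 CPM (SD, n = 4), whereas *Ctsl* had an edgeR adjusted p of 0.701. Of the length of *Ctsl*, 6.1% overlaps a gene on the same strand and 26.8% a gene on the opposite strand.

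*Mlana*, the gene with the smallest p-value, is best known from pigment cells, so their RNA was a candidate source. The sum of *Pmel*, *Tyr*, *Dct* and *Tyrp1* was 1.74 ± 0.363 CPM in HPβCD infarcts (SD, n = 4) and 1.43 CPM in vehicle infarcts, far below *Mlana* at 8.12 CPM in HPβCD infarcts. This argues against pigment cells, although *Pmel* alone rose from 0.741 to 1.31 CPM. Of the 8 melanocyte list genes 4 were tested, with a median log2 fold change of -0.20 (camera adjusted p = 0.945). The origin of the *Mlana* reads stays open. *Prg2* is an eosinophil gene, but only 2 members of an eosinophil list were tested, too few for a list test. The ependyma and skeletal muscle lists also had too few, at 1 and 2 tested members.

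Fewer genes were detected in HPβCD infarcts, 19641 ± 468 against 21363 ± 439 (SD, n = 4; exact permutation test, two-sided, p = 0.0286). After thinning to equal depth the difference was -1452 (exact p = 0.0286), and with the neuron score as a covariate it was -1696 (exact p = 0.0286), which argues against depth and neuron content. The share of reads in no annotated gene was also lower, 4.18% ± 0.679 against 5.91% ± 0.515 (exact permutation p = 0.0286), with all HPβCD animals below all vehicle animals. Less intronic or intergenic RNA in HPβCD pieces is a possible explanation that was not tested.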
